A study of Saccharomyces cerevisiae with 24 samples. Its data were reported in "Genome-Wide Fitness and Expression Profiling Implicate Mga2 in Adaptation to Hydrogen Peroxide" (2009).

How the data were processed

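Treated and untreated RNA of budding yeast (Saccharomyces cerevisiae) was hybridized together on 24 two-colour Agilent arrays, 4 in each of 6 groups. Wild type cells went through 3 protocols with hydrogen peroxide: pretreatment with 0.1 mM for 45 min, the adapted protocol of 0.1 mM for 45 min followed by 0.4 mM for 1 h, and acute treatment with 0.4 mM for 1 h. Pretreatment was also applied to strains without MGA2, ROX1 or YAP1. Each array carries its own untreated RNA per the labels. For wild type cells the methods describe it as a portion of the same culture, and for the deletion strains its strain is not stated and was taken to be the same. The treated RNA was Cy5 on 2 arrays of a group and Cy3 on the other 2. The design text calls the 4 arrays of a group biological replicates. Details differ between sources: the labels give 45 min for pretreatment, while the methods describe it as the acute protocol at a lower dose, which implies 1 h. The study's text speaks of yap1 deletion cells against wild type cells, while the labels of those arrays give treated deletion cells against untreated cells. The labels were followed in both cases. Were the untreated RNA of the yap1 arrays from wild type cells, every yap1 ratio and the difference from wild type would mix effects of strain and treatment. This was not settled.

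The main table holds 1 intensity per open reading frame (ORF) and channel, deposited by the authors after background and quantile normalization. Its values showed that the log2 ratios of the 4 arrays of a group had equal quantiles (largest difference 0.00434), so each group was brought to 1 distribution on its own. A gene ranked first on several arrays of a group therefore has the same value on each of them, and the spread of the most changed genes is understated. Besides TSA2, HUG1, DAN1, GPX2, MET6, RPS7A, ADE17, HSP12, RNR3, PIR1, EGT2 and IZH4 held the highest or lowest ratio of a group on 1 or 2 arrays. How the authors merged spots and which filter left values missing is not stated. Missing ORFs were the same on all 4 arrays of a group: 19 in pretreated, 32 in adapted and 9 in acute wild type cells, 600 in the mga2, 1866 in the rox1 and 631 in the yap1 deletion strain. A further deposited table gives the natural log of the treated over the untreated signal for 10807 spots, without gene names. Its scale and direction were inferred from the values, and it was not centred: array medians lay between -0.77 and 0.679. It was used as an alternative source of counts only.

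The log2 ratio of treated to untreated intensity was computed per ORF and array. Of 6251 ORFs, 5751 matched a symbol or locus tag in a table of gene names. The 4373 ORFs with a value on at least 3 of the 4 arrays of every group were tested, and all of them had values on all 24 arrays. The fit was made in R 4.3.3 with limma 3.58.1 (lmFit and eBayes) over all 24 arrays. It had a mean per group and a gene-specific dye term shared by the groups, with 17 residual degrees of freedom. Tests were two-sided, and a gene counted as changed at a Benjamini-Hochberg adjusted p under 0.05. Adjusted p-values in the text are from this fit unless another test is named, and standard errors (SE) are those of the fit over 4 arrays per group. Differences between protocols or strains are contrasts of the same fit, so a strain difference tests the treated to untreated ratio and not the level of a gene. No control RNA is shared between arrays. The 3 strain contrasts share the wild type pretreatment arrays and are not set against each other. Median intensities of arrays ran from 456 to 612 in wild type groups and from 1049 to 1492 in deletion strains. Strain contrasts therefore also compare 2 unlike sets of arrays. The methods name 2 scanner models, and which array was read on which is not stated.

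The number of arrays limits the precision. The median SE over genes was 0.0987 for a group and 0.14 for a difference. The fit was tested on simulated data with 200 changed genes among 4373, 50 of each size. For wild type pretreatment it called 12 of 50 changes of log2 0.25, 40 of 50 at 0.5, 48 of 50 at 1 and 50 of 50 at 2, with 10 false calls among 160. For acute minus adapted the 4 counts were 3, 31, 48 and 50, with 5 false among 137. For yap1 deletion minus wild type they were 3, 24, 48 and 50, with 10 false among 135. Simulated arrays without changes gave 0 calls in each of the 11 contrasts. The simulated noise was independent between genes and arrays, and the dye effect was the same in every group. Where the real arrays depart from this, these rates do not apply to them.

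Of 34 gene lists, 33 had at least 4 tested members and were tested with limma's camera at a preset inter-gene correlation of 0.01, adjusted over the lists of a contrast. The same test with a correlation estimated from the data was an alternative. Of 199 list results past the threshold over the 11 contrasts, 81 were past it with the estimated correlation. Lists were written from textbook knowledge, except the Mga2 targets, which are from the study's table of targets, drawn from a literature database. Counts of members were taken over all genes and also adjusted over the list alone. The Mga2 targets were compared between strains by Fisher's exact test, two-sided, and by an exact permutation test of the list mean over 8 arrays, where the smallest p is 0.0286.

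Named genes followed a rule: the 5 largest rises and falls past the threshold with the same sign on all 4 arrays (for differences, without overlap between the groups' arrays), a fixed set of genes, and up to 4 members of each list past the threshold. The tests, lists, alternatives and this rule were fixed before the data were examined. Exceptions are named where they occur. Members of near-identical families (ribosomal protein pairs, histone pairs, TSA1 and TSA2, SSA chaperones, ribonucleotide reductase subunits) may cross-hybridize, and their values are uncertain to that extent.

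Alternatives were no dye term, a dye term per group, a fit of the contrast's own arrays, a replicate block, median centring, loess within arrays, quantile normalization of ratios, the table of spots, leaving out the dimmest 25% of genes, an intensity trend with a robust prior, the study's threshold of an unadjusted p under 1e-05, a 1.5-fold minimum, and leaving out each array. A wider gene set, also without a dye term and with 1 per group, exchanged channels of the arrays labelled rox1 deletion, also without each of them, and a fit without those arrays were added after the data were seen. The brightest spot per gene could not be tried, since the table gives 1 value per ORF. The study's error model with dye correction was not run. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.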

Results

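Expression ratios of cells treated with hydrogen peroxide to untreated cells were measured on 24 arrays in 6 groups of 4, at 4373 tested genes. The groups separate an early response (pretreatment with a low dose), a late response (a high dose after the pretreatment, the adapted protocol) and an acute response (the high dose alone), and they ask which transcription factors the early response needs. The standard deviation of the log2 ratios over genes on an array was 0.379 in pretreated, 0.425 in adapted and 0.946 in acutely treated wild type cells, against 0.267 in the mga2, 0.366 in the rox1 and 0.448 in the yap1 deletion strain. The dye component had a larger standard deviation over genes than the treatment component in pretreated (0.376 against 0.148) and adapted wild type cells (0.347 against 0.264) and in the mga2 (0.22 against 0.0935) and rox1 deletion strains (0.3 against 0.133). It was the smaller one in acute cells (0.399 against 0.919) and in the yap1 deletion strain (0.25 against 0.367). In pretreated wild type cells arrays of opposite dye orientation correlated at -0.76 to -0.66 across genes, which are not independent replicates. MGA2, ROX1 and YAP1 had no value on any array of the strain that lacks them, where 600, 1866 and 631 ORFs had none. This absence alone does not tell a deleted gene from a filtered one.

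Pretreatment of wild type cells raised HUG1, an inhibitor of ribonucleotide reductase made after DNA damage, by log2 1.79 ± 0.26 (SE, n = 4, adjusted p 0.000615), and TSA2, a peroxiredoxin, by 1.64 ± 0.15 (adjusted p 7.54e-07). The ribonucleotide reductase subunits RNR3, RNR4 and RNR2, which make DNA precursors, rose by 1.31, 1.12 and 1.04. Also raised were OLE1, the fatty acid desaturase, by 0.91 ± 0.14 (adjusted p 0.000625), HEM13, a heme synthesis enzyme made under low oxygen, by 0.86, the methyl sterol oxidase ERG25 by 0.56, the fatty acid synthase FAS1 by 0.54 and the acyl-CoA synthetase FAA4 by 0.47. HSP12, a membrane-protecting stress protein, rose by 0.76. Falls included GPX2, a glutathione peroxidase, by 1.61 ± 0.19 (adjusted p 5.55e-05), TSA1, the main cytosolic peroxiredoxin, by 0.80 ± 0.11, the superoxide dismutases SOD1 by 0.78 and SOD2 by 0.47, and GSH1, the first enzyme of glutathione synthesis, by 0.72 ± 0.09. Each of these genes had the same sign on 4 of 4 arrays, but some values were near 0. FAS1 was at 1.01 and 1.10 where the treated RNA was Cy3 and at 0.030 and 0.035 where it was Cy5. On replicate 2 RNR2 was at 0.056 and RNR3 at 0.10. The transcripts of the stress regulators SKN7 (0.11, adjusted p 0.761), MSN2 (-0.13, 0.784) and MSN4 (0.03, 0.957) did not pass the threshold, nor did TRX2 (-0.21, adjusted p 0.803) or ACT1 (-0.01, 0.978).

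Of the lists, the ribonucleotide reductase and DNA damage genes were higher on pretreatment (median log2 0.43, camera adjusted p 1.57e-11), with 4 of 9 members raised over all genes and 5 when adjusted over the list alone. The Rox1-repressed hypoxic genes were higher (median 0.29, 3 of 11 raised, 7 adjusted over the list alone), as were fatty acid synthesis (0.23, 5 of 16, 6 adjusted over the list alone) and the Mga2 targets (0.18, 5 of 26, 9 adjusted over the list alone) from the study's table of targets, which it took from a literature database. Textbook Yap1 targets were lower (median -0.15, 4 of 14 lowered, 5 adjusted over the list alone with 1 raised), and so was a list of 4 tested genes, SOD1, SOD2, the copper chaperone CCS1 and the cytochrome c peroxidase CCP1 (-0.36, 2 of 4 lowered, 3 adjusted over the list alone), in which no catalase could be tested. These 6 lists passed with an estimated correlation as well. General stress genes (median 0.13), vacuolar proteases (0.10), the glutathione system (-0.03), proteasome genes (-0.11) and histones (-0.17) passed with the preset correlation only, and with the estimated one their adjusted p was 0.351, 0.146, 0.351, 0.633 and 0.351. Ergosterol genes passed as higher with a median of -0.00 and a mean of 0.07, and had an adjusted p of 0.608 with the estimated correlation. The thioredoxin system, with a median of -0.05, a mean of 0.03 and a test pointing down, did not pass (adjusted p 0.861).

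In all, 27 genes rose and 17 fell on pretreatment, 44 of 4373. The count was 11 without a dye term and 208 with a dye term per group. It was 1482 when the 4 arrays were fitted alone, where the spread also comes from those arrays alone, and the table of spots gave 2. It was 18 without replicate 1, 21 without replicate 3 and 20 without replicate 4. Without replicate 1 RNR4 (0.93), SOD1 (-0.67), SOD2 (-0.45), FAS1 (0.49) and ERG25 (0.52) missed the threshold, without replicate 2 FAS1 (0.46) and SOD2 (-0.44), without replicate 3 RNR2 (0.86), HSP12 (0.67) and SOD2 (-0.49), and without replicate 4 RNR2 (0.84) and HSP12 (0.61). Without a dye term RNR3, RNR4, OLE1, FAS1, FAA4, HSP12, SOD1 and SOD2 missed it as well, while TRX2 and MSN2 passed it when the 4 arrays were fitted alone.

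**Figure D1:**
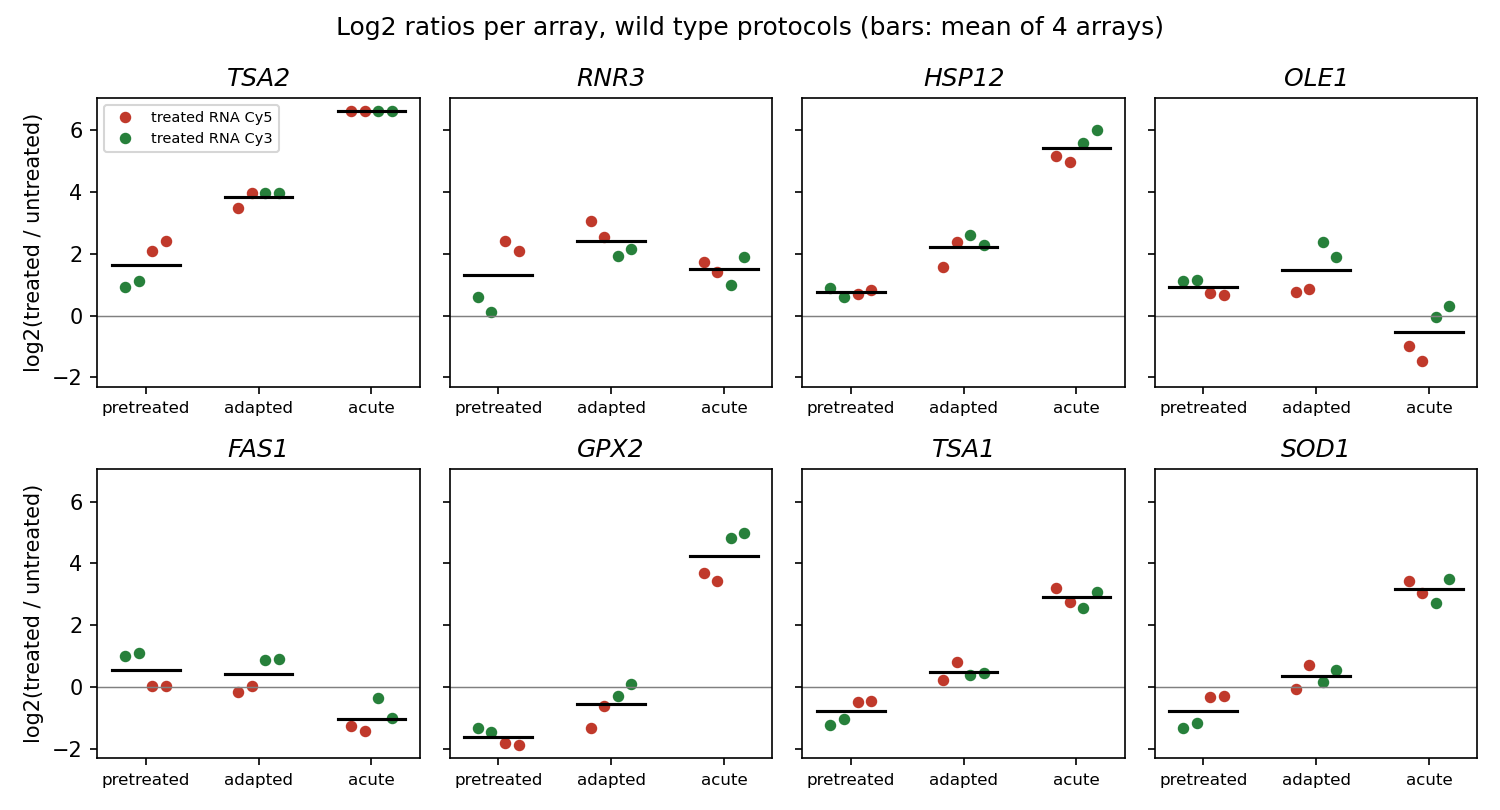
Log2 ratios of treated to untreated cells for 8 genes on each wild type array (points, coloured by the dye of the treated RNA) with the mean of 4 arrays (bars), by protocol. TSA2 was above 0 in each protocol, OLE1 and FAS1 fell only on acute treatment, and GPX2, TSA1 and SOD1 fell on pretreatment and rose on acute treatment.

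After the adapted protocol TSA2 stood at 3.85 ± 0.15 (SE, n = 4, adjusted p 2.27e-14), with 3 of the 4 arrays at the ceiling of the deposited ratios for this group. Next came HUG1 at 3.51 ± 0.26, TMA10, a ribosome-associated stress protein, at 2.61 ± 0.21, RNR3 at 2.42 ± 0.20 and HSP12 at 2.21 ± 0.15. RNR2 rose by 2.05 and RNR4 by 1.74. The thioredoxin TRX2 rose by 1.53 ± 0.18 and PRX1, the mitochondrial peroxiredoxin, by 1.23 ± 0.13, while the thioredoxin reductase TRR1 was at -0.06 (adjusted p 0.833). OLE1 rose by 1.48 ± 0.14, IZH1, a zinc-linked membrane protein, by 0.77, ERG25 by 0.70 and the fatty acid elongase ELO1 by 0.65. The lysine synthesis genes LYS1, LYS20 and LYS9 rose by 1.43, 1.37 and 1.30, and SAM3 and MET3, which take up and make sulfur compounds, by 0.99 and 0.85. The chaperones HSP26 and HSP42 rose by 1.35 and 1.26, and the vacuolar genes ATG8 and PRB1 by 0.82 and 0.61.

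Falls after the adapted protocol were led by DAN1, an anaerobic cell wall protein (-1.46 ± 0.16, adjusted p 1.43e-06), DSE1, a daughter-cell separation gene (-1.36 ± 0.18), the mannoprotein TIR4 (-1.17), the purine enzyme ADE17 (-1.15) and the glucanase SCW11 (-1.11). The high-affinity iron uptake genes FET3 and FTR1 fell by 0.85 and 0.66, and the siderophore transporter ARN1 by 0.65. Histones fell, with HTA1 at -0.76 and HHT1 at -0.72, and so did the G1 cyclin genes PCL1 (-0.78) and CLN1 (-0.57) and the inhibitor SIC1 (-0.52). The oxidative stress regulator transcripts SKN7 (0.18, adjusted p 0.186), MSN2 (-0.17, 0.31) and MSN4 (0.25, 0.204) did not pass. MSN2 passed with a dye term per group and with the 4 arrays fitted alone, and MSN4 with the 4 arrays alone and without the arrays labelled rox1 deletion. Without a dye term IZH1, ELO1, FTR1, ARN1 and HHT1 missed the threshold.

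The adapted response raised 275 genes and lowered 318, 593 in all. With arrays centred on their median the split was 319 and 219, with the table of spots 49 and 36, and without a dye term 94 and 62. A dye term per group gave 1341 genes and the 4 arrays alone 1529. Without replicate 2 the count was 333, without replicate 3 it was 380 and without replicate 4 it was 272. Ribonucleotide reductase and DNA damage genes were higher (median 0.97, 9 of 9 raised, also when adjusted over the list alone), and so were the thioredoxin system (0.40, 5 of 9 by both counts) and vacuolar proteases (0.29, 5 of 10 by both), while histones were lower (-0.66, 9 of 10 by both). Those 4 lists also passed with an estimated correlation. General stress genes (median 0.39, 13 of 25 raised, 14 adjusted over the list alone), sulfur metabolism (0.51, 11 of 16, 12 adjusted over the list alone), the Mga2 targets (0.14, 11 of 26 raised by both counts, with 1 lowered over all genes and 3 adjusted over the list alone), and Rox1-repressed genes (0.35, 6 of 11, 7 adjusted over the list alone with 2 lowered) passed with the preset correlation only, the adjusted p with the estimated one being 0.0529 for each. The iron regulon was lower (median -0.43, 8 of 16 lowered by both counts), with an adjusted p of 0.229 under the estimated correlation.

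Acute treatment raised TSA2 by 6.62 ± 0.15 (SE, n = 4, adjusted p 1.01e-19), a value that is the ceiling of the deposited ratios for this group and identical on the 4 arrays. HSP12 rose by 5.43, GTT2, a glutathione transferase, by 5.42 and the uncharacterized genes YNL134C and YMR090W by 5.34 and 5.15. PRX1, TRX2, GPX2, TRR1, SOD1, SOD2 and TSA1 rose by 4.58, 4.54, 4.23, 3.75, 3.18, 2.91 and 2.89, and the vacuolar aminopeptidase APE1 by 4.07. HSP42, HSP26, SSA4 and the disaggregase HSP104 rose by 3.92, 3.58, 3.55 and 3.05. RNR4, RNR2, RNR3 and HUG1 rose by 2.35, 1.77, 1.51 and 1.37. Falls were led by MET6, methionine synthase (-3.45 ± 0.15, adjusted p 6.13e-15), the ribosomal protein RPS7A (-3.35), ADE17 (-3.21), the one-carbon enzyme SHM2 (-3.18) and the RNA helicase DBP2 (-3.18). Histone genes HTB2 and HTA1 fell by 2.84 and 2.39, the cyclin gene CLN2 by 2.10, the sterol gene ERG11 by 1.63, FAS1 by 1.02 and OLE1 by 0.54, which was below 0 on 3 of 4 arrays and missed the threshold without a dye term. The actin gene ACT1, often used as a reference, rose by 0.85 ± 0.08 (adjusted p 4.2e-09), and by 0.93 with centred arrays.

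The acute count was 1422 raised and 1806 lowered, 3228 of 4373 genes (73.8%). The table of spots gave 2441 raised and 1505 lowered. Textbook Yap1 targets (median 2.79, 14 of 14 raised), the thioredoxin system (2.89, 9 of 9), general stress genes (2.30, 25 of 25), chaperones (1.27, 21 of 23) and vacuolar proteases (1.46, 9 of 10) were higher, and the large and small ribosomal subunits were lower (-1.49 with 76 of 80 lowered, -1.50 with 52 of 54). Adjusted over the list alone the counts were the same except 77 for the large subunit, and these 7 lists also passed with the estimated correlation. Proteasome (median 1.45, 33 of 33 raised), ribosome biogenesis (-1.27, 50 of 50 lowered), iron regulon (1.03, 14 of 16 raised), histones (-1.16, 10 of 10 lowered) and the Mga2 targets (-0.60, 20 of 26 lowered), with the same counts adjusted over the list alone, passed with the preset correlation and had an adjusted p of 0.0637, 0.111, 0.11, 0.11 and 0.051 with the estimated one.

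**Figure D2:**
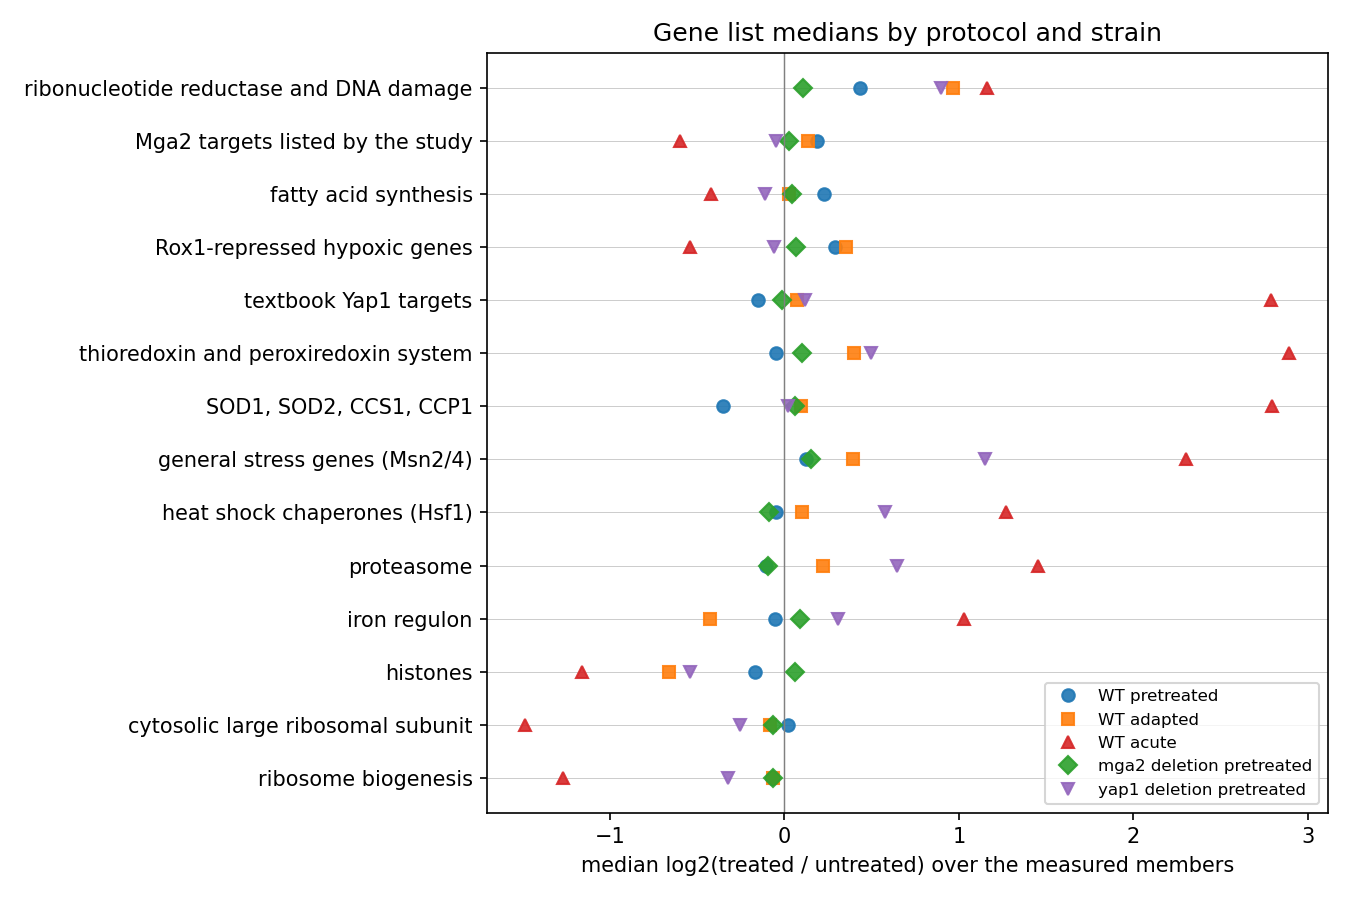
Median log2 ratio of treated to untreated cells over the tested members of 14 gene lists, by protocol and strain (symbols). Textbook Yap1 targets had a median of 2.79 on acute treatment and 0.12 in the pretreated yap1 deletion strain, where general stress genes reached 1.15.

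The early and acute responses shared 41 genes, of which 18 moved the same way and 23 opposite ways, against 32.5 shared by chance for independent lists. OLE1, HEM13, FAS1, FAA4 and ERG25 were among 12 that rose on pretreatment and fell on acute treatment, and GPX2, TSA1, SOD1, SOD2 and GSH1 among 11 that did the reverse. ERG25 did not fall past the threshold without acute replicate 2 (-0.04) or with centred arrays, after loess or in a fit of the 4 arrays alone. The late and acute responses shared 518 of the 593 late genes, against 438 by chance. Of these 430 moved the same way, against 221 by chance. The early and late responses shared 37 genes, against 5.97 by chance, and 36 moved the same way, against 2.93. At the study's threshold 9 of 12 early genes (75%) and 75 of 93 late genes (80.6%) were also acute genes, against 5.16 and 40 by chance. Of these, 3 early and 70 late genes moved the same way as on acute treatment. The chance counts take the lists as independent, but the groups share 1 spread per gene in the fit. A gene with a small spread is more readily called in each group, so the chance counts may be too low. Across genes, which are not independent replicates, log2 ratios correlated at 0.54 between early and late, 0.10 between early and acute, and 0.49 between late and acute.

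A pretreatment changed the response to the same high dose. GPX2 was higher in acutely treated than in adapted cells by 4.77 ± 0.27 (SE, n = 4 and 4, adjusted p 3.82e-12), GTT2 by 4.37, YNL134C by 4.36, TRR1 by 3.82, the reductase GRE2 by 3.78, APE1 by 3.48, PRX1 by 3.35, HSP12 by 3.22, TRX2 by 3.02, SOD2 by 2.88, SOD1 by 2.83 and TSA1 by 2.43. The difference of 2.77 for TSA2 is largely that between the ceilings of the 2 groups and does not measure its size. FRE1 and FET3, which serve iron uptake, were higher by 2.87 and 2.04. The iron regulon as a list was higher with the preset correlation (median difference 1.51, 14 of 16 by both the count over all genes and that adjusted over the list alone) and had an adjusted p of 0.0567 with the estimated one. The sulfur genes MET6 (-3.72 ± 0.21) and SAM1 (-2.85), the mitochondrial malic enzyme MAE1 (-2.98), RPS7A (-2.96) and the phosphatase PHO3 (-2.83) were lower, as were HEM13 (-2.36), OLE1 (-2.02), ERG11 (-2.01), IZH1 (-1.73) and FAS1 (-1.43). RNR2 (-0.28, adjusted p 0.393) and RNR4 (0.61, 0.0851) did not differ past the threshold, though RNR4 did with a dye term per group, after loess and without acute replicate 2 (0.96), and RNR3 was lower in acute cells by -0.91 ± 0.28 (adjusted p 0.00736), which it was not without a dye term. In all 1186 genes were higher and 1398 lower in acute cells, and the table of spots gave 1242 and 822.

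Cells at the end of the adapted protocol were also compared with cells at the end of pretreatment. TSA2, at the ceiling on 3 adapted arrays, was higher after the adapted protocol by 2.21 ± 0.21 (SE, n = 4 and 4, adjusted p 1.87e-06), TRX2 by 1.74 ± 0.26, PRX1 by 1.52 ± 0.18, HSP12 by 1.45 ± 0.21, TSA1 by 1.26 ± 0.16, SOD1 by 1.13 and LYS20 by 1.12. OLE1 (0.56, adjusted p 0.271), RNR3 (1.11, 0.0719) and RNR2 (1.01, 0.116) did not differ past the threshold. They did with a dye term per group, and RNR3 also without pretreated replicate 3 (1.38) or 4 (1.26), and RNR2 without pretreated replicate 4 (1.22) and in a fit of the 8 arrays alone. SOD1 missed the threshold in that fit, and SOD1 and HSP12 without a dye term. Textbook Yap1 targets (median difference 0.36, 2 of 14 higher, 8 adjusted over the list alone) and the thioredoxin system (0.32, 4 of 9 by both counts) were higher after the adapted protocol and histones lower (-0.48, 0 of 10 over all genes, 7 adjusted over the list alone), also with the estimated correlation. Here 19 genes were higher and 3 lower, 22 in all, and how many differed depended on the fit and the arrays. The count was 11 and 9 without pretreated replicates 1 and 2, and 40, 12 and 10 without adapted replicates 1, 3 and 4. It was 8 without a dye term, with none lower, and 326 with a dye term per group, and limma called 0 spots in the table of spots, where 464 genes of the main table had an unadjusted p under 0.05.

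Transcripts of the regulators themselves were outside the set of genes tested in all strains and were fitted in a wider set chosen after the data were seen. MGA2, a membrane-bound activator of OLE1, was at 0.21 ± 0.08 on pretreatment (adjusted p 0.46), rose by 0.40 ± 0.08 in the adapted protocol (adjusted p 0.00327) and fell by 0.21 on acute treatment (adjusted p 0.031). ROX1, the repressor of hypoxic genes, was at -0.62 ± 0.15 on pretreatment (adjusted p 0.0552), fell by 0.50 in the adapted protocol (adjusted p 0.0291) and rose by 1.11 on acute treatment (adjusted p 1.54e-06). MGA2 in each of these protocols, and ROX1 on pretreatment and in the adapted protocol, had opposite signs on arrays of opposite dye orientation (MGA2 in adapted cells at -0.48, -0.34, 1.32 and 1.09, ROX1 at 0.29, 0.34, -1.37 and -1.28). Their values are averages over the 2 orientations and the calls rest on the dye term: without it the adjusted p was 0.766 and 0.754 in adapted cells and 0.643 for MGA2 on acute treatment, and with a dye term per group it was 0.000389, 0.00383 and 0.00994. ROX1 on pretreatment had an adjusted p of 0.999 without a dye term and passed with 1 per group (0.00567). ROX1 on acute treatment was above 0 on 4 of 4 arrays, but its size depended on dye orientation. It was at 1.59 and 2.55 where the treated RNA was Cy5 and at 0.25 and 0.047 where it was Cy3. Its adjusted p was 0.0355 without a dye term and 1.47e-07 with 1 per group. YAP1 rose by 2.21 on acute treatment and was at -0.16 and 0.20 on pretreatment and in the adapted protocol (adjusted p 0.631 and 0.117), the latter passing with a dye term per group (adjusted p 0.0194, and 0.282 without a dye term). The catalase gene CTT1 was at -0.13 on pretreatment (adjusted p 0.8) and at 0.22 on acute treatment (adjusted p 0.0571, 0.0366 with a dye term per group and 0.14 without a dye term).

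In the mga2 deletion strain 1 gene passed the threshold, TSA2 at 1.22 ± 0.15 (SE, n = 4, adjusted p 0.000162). OLE1 was at 0.18 ± 0.14 and FAS1 at 0.29 ± 0.11 (adjusted p 0.999 for both), and RNR3, HSP12 and TRX2 at 0.57, 0.53 and 0.59 did not pass either. Of 33 lists 16 passed in this strain, 7 also with the estimated correlation, against 12 and 6 in pretreated wild type cells. The single call therefore does not mean an absent response. Arrays of the same dye orientation correlated at 0.729 to 0.755 across genes, against 0.921 to 0.976 in pretreated wild type cells. A dye term per group gave 5 genes and a fit of the 4 arrays alone 22, where HSP12, TRX2 and FAS1 passed (adjusted p 0.0289, 0.0474 and 0.0498, and up to 1 over the alternatives for each). The difference from wild type was past the threshold for TSA1 alone, by 1.01 ± 0.16 (adjusted p 0.00822), since TSA1 fell in wild type cells and was at 0.21 in the deletion. That call was lost without wild type replicate 1 (0.92) or 2 (0.99), without mga2 replicate 1 (0.97), 3 (0.97) or 4 (0.95), without a dye term and after loess, where limma called 0 genes. For OLE1 the difference was -0.73 ± 0.19 (unadjusted p 0.00106, adjusted p 0.515), and the 4 wild type arrays (0.65 to 1.15) lay above the 4 of the deletion (-0.17 to 0.56). It passed with a dye term per group (adjusted p 0.0255) and in a fit of the 8 arrays alone (0.0416, with a range of 0.0255 to 1 over the alternatives). The difference itself stayed at -0.82 to -0.63, so the call depended on the fit and the size did not. Of 4373 genes 97 differed at an unadjusted p under 0.05. A dye term per group gave 26 genes, and a fit of the 8 arrays alone gave 3.

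Of 27 Mga2 targets listed by the study, 26 were tested. Pretreatment raised 5 of them in wild type cells and 0 in the mga2 deletion strain by limma (Fisher's exact p 0.0506), where at an unadjusted p under 0.05 the counts were 10 and 3 (Fisher's exact p 0.0522). Targets above 0 on all 4 arrays numbered 9 and 4 (Fisher's exact p 0.199). The list comes from the literature, but the study picked out this factor partly by its targets on the same wild type arrays, so the wild type count is not independent evidence. The same genes are counted in both strains. Mean log2 ratios were 0.24 ± 0.03 in wild type and 0.05 ± 0.12 in the deletion (SD, n = 4), a difference of -0.19 with an exact permutation p of 0.0571, where the smallest possible is 0.0286. Without mga2 replicate 4 the difference was -0.24 with an exact permutation p of 0.0286, without wild type replicate 1, 2 or 4 that p was 0.0857, and without any other array it was 0.0571. Without wild type replicate 1 or 2 the first count was 2 with a Fisher's exact p of 0.49. Against other genes, camera placed the list lower in the deletion (median difference -0.16, adjusted p 9.39e-07, and 0.00992 with the estimated correlation), with 0 members called over all genes and 4 adjusted over the list alone. Rox1-repressed genes (median difference -0.20, 0 of 11 over all genes, 3 adjusted over the list alone) and fatty acid synthesis (-0.17, 0 of 16 over all genes, 2 adjusted over the list alone) were lower in the deletion as well, and textbook Yap1 targets (0.08, 1 of 14 over all genes, 4 adjusted over the list alone) were higher, each also with the estimated correlation. Ribonucleotide reductase and DNA damage genes had a larger median difference (-0.33), with an adjusted p of 0.112 under the estimated correlation. Over all genes the treatment component had a standard deviation of 0.0935 in the deletion and 0.148 in wild type. These list tests therefore do not tell a loss particular to the Mga2 targets from a smaller response at all genes.

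**Figure D3:**
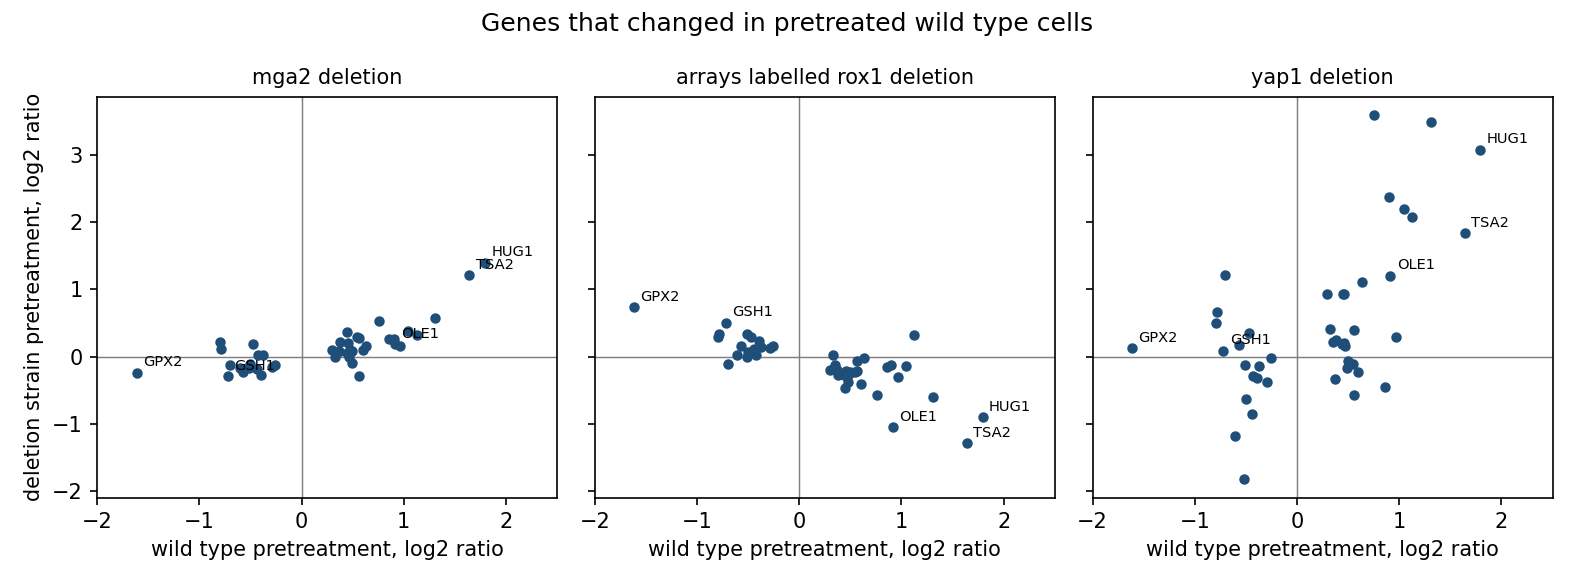
Log2 ratios on pretreatment of the 44 genes that changed in wild type cells (horizontal axis) against each deletion strain (vertical axis, 1 point per gene). On the arrays labelled rox1 deletion 40 of the 44 genes had the opposite sign to wild type.

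On the arrays labelled rox1 deletion the signs ran against those of pretreated wild type cells. As labelled, TSA2 fell by 1.28 ± 0.15 (SE, n = 4, adjusted p 6.52e-05) and OLE1 by 1.05 ± 0.14 (adjusted p 0.000262), PST2, a flavodoxin-like protein, fell by 0.47 and GSH1 rose by 0.50. This direction opposes the study's text on OLE1 in this strain. Log2 ratios correlated at -0.37 with pretreated wild type across genes, which are not independent replicates, and at -0.20 with the mga2 deletion. With the treated and untreated channels exchanged TSA2 was at 1.28, OLE1 at 1.05, PST2 at 0.47 and GSH1 at -0.50. The call for GSH1 was lost without rox1 replicate 1 (0.53), 2 (0.47) or 4 (0.47) and that for PST2 without replicate 1 (-0.46), 2 (-0.45) or 3 (-0.44). Both were lost in a fit of the 4 arrays alone, PST2 after loess, and OLE1, GSH1 and PST2 without a dye term. These 4 genes became 7 without replicate 3, 1 without a dye term and 77 with a dye term per group.

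As labelled, 23 genes were higher and 40 lower than in pretreated wild type cells, among them GPX2 (2.35 ± 0.27, adjusted p 1.7e-05), GSH1 (1.22 ± 0.13), TSA1 (1.08), TSA2 (-2.92 ± 0.21), HUG1 (-2.69), OLE1 (-1.96) and RNR3 (-1.91). With the channels exchanged limma called 0 genes, with 171 at an unadjusted p under 0.05. TSA2 then differed by -0.36, OLE1 by 0.14, GPX2 by 0.88 (adjusted p 0.858), RNR3 by -0.71, HUG1 by -0.90, GSH1 by 0.22 and TSA1 by 0.51. The count of 63 was 34, 35 and 35 without wild type replicates 1, 3 and 4, 41 and 32 without rox1 replicates 1 and 2, 11 without a dye term and 365 with a dye term per group. As labelled the Rox1-repressed genes were lower than in wild type (median difference -0.36, camera adjusted p 4.18e-08, 3 of 11 lowered, 6 adjusted over the list alone), and with channels exchanged the median difference was -0.10 (adjusted p 0.00498, and 0.392 with the estimated correlation). The study's text also has fewer Rox1 targets raised in this strain than in wild type. On the list used here 3 of 11 were raised in wild type, 0 as labelled and 1 with channels exchanged. Over all genes 4 were called on these arrays and 44 in wild type, so fewer calls are not particular to this list. The difference in counts was not tested, and it does not tell the 2 directions apart. Which direction is right was not settled, so the part of Rox1 in the response was not determined.

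Pretreated yap1 deletion cells changed at more genes than pretreated wild type cells, by a margin that depended on the fit. This reading takes the untreated RNA to be of the same strain, which the labels do not state, while the study's text words the comparison as one against wild type. HSP12 rose by 3.60 ± 0.15 (SE, n = 4, adjusted p 1.42e-13), RNR3 by 3.50 ± 0.20, HSP26 by 3.18 ± 0.20, HUG1 by 3.08 and TMA10 by 2.38. RNR2, RNR4, SSA4, TSA2 and HSP42 rose by 2.19, 2.07, 2.07, 1.84 and 1.83, PRX1 by 1.48, OLE1 by 1.21, GRE2 by 1.22, TRX2 by 1.06 and the siderophore-binding gene FIT2 by 1.73. LYS1 of lysine synthesis and ARG4 of arginine synthesis rose by 1.29 and 1.05. The wall gene PIR1 (-1.88), the separation genes EGT2 (-1.83) and DSE4 (-1.52), the endonuclease HO (-1.82) and the cyclin PCL9 (-1.46) fell most. Other falls included CLN1 at -1.10 and RPS7A at -0.82. GPX2 (0.12, adjusted p 0.655) and GSH1 (0.09, 0.485) did not pass. TRR1 was at -0.38 (adjusted p 0.0448), a call lost without any 1 of replicates 1 (-0.41), 2 (-0.45), 3 (-0.37) and 4 (-0.31), without a dye term, with centred arrays and after loess.

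Here 670 genes rose and 902 fell, 1572 in all, against 44 in pretreated wild type cells. With centred arrays the split was 794 and 626, without a dye term 360 and 308, and in the uncentred table of spots 539 and 2. When the 4 arrays of each group were fitted alone, 2779 genes changed in the yap1 deletion strain and 1482 in wild type. The response resembled acute treatment of wild type cells: 1454 of the 1572 genes were acute genes, against 1160 by chance for independent lists. Of these 1415 moved the same way, against 590 by chance. The correlation was 0.80 across genes, which are not independent replicates, against 0.27 with pretreated wild type. General stress genes had a median of 1.15 (23 of 25 raised), the proteasome 0.64 (32 of 33), chaperones 0.57 (18 of 23, 20 adjusted over the list alone) and vacuolar proteases 0.57 (8 of 10), with the same counts otherwise when adjusted over the list alone, and each passed with the estimated correlation. Textbook Yap1 targets had a median of 0.12 (camera adjusted p 0.0736), with 4 of 14 raised and 2 lowered by both counts.

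Against pretreated wild type cells, the yap1 deletion strain had higher ratios for HSP12 (2.84 ± 0.21, SE, n = 4 and 4, adjusted p 2.2e-08), HSP26 (2.73), RNR3 (2.19), SSA4 (1.98), GRE2 (1.92), PRX1 (1.77), GPX2 (1.74), SOD1 (1.45) and TSA1 (1.29). Ratios were lower for PIR1 (-1.80), HO (-1.50), PCL9 (-1.44), HEM13 (-1.32), FAS2 (-0.69) and FAS1 (-0.66, which missed the threshold without a dye term). OLE1 (0.29, adjusted p 0.32) and TSA2 (0.19, 0.566) did not differ past the threshold. Higher ratios were called at 418 genes and lower ratios at 301. The split was 160 and 45 without a dye term and 85 and 0 in the table of spots, and the count was 1571 with a dye term per group. Without wild type replicate 1 or 2 it was 477 or 459. The proteasome (median difference 0.80, 29 of 33 higher, 32 adjusted over the list alone), general stress genes (0.99, 22 of 25 by both counts) and chaperones (0.68, 15 of 23, 18 adjusted over the list alone) were higher, also with the estimated correlation. The fatty acid synthesis genes (-0.30, 4 of 16 lowered, 9 adjusted over the list alone) were lower with the preset correlation, and their adjusted p was 0.12 with the estimated one.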

Values the study reported

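The study reported 169 genes for the early response, 391 for the late response and 1893 for the acute response, each at its threshold of p under 1e-05. It reported a Fisher's exact test p of 1.2e-02 for the Mga2 targets between wild type and the mga2 deletion strain.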

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

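The comparisons of lists between groups were set before the data were examined, and the tests of explanations below were chosen after the results were seen. In 12 of 380 values tested, 1 of the 4 arrays stood far from the others of its group, where chance gives about 1 in 20 groups and so about 19. The gap to the nearest array over the whole range was 0.879 for the respiratory chain list in pretreated wild type replicate 2. In adapted cells it was 0.97 for ribonucleotide reductase and DNA damage genes in replicate 2, 0.884 for ERG25 in replicate 3, and 1 for TSA2 and 0.865 for HSP26 in replicate 1. The value for TSA2 says nothing about that array, since the other 3 hold the ceiling of the group and have no spread. In the mga2 deletion strain it was 0.882 for textbook Yap1 targets and 0.889 for the iron regulon in replicate 2, and 0.87 for YAP1 in replicate 4. On the arrays labelled rox1 deletion it was 0.871 for the tricarboxylic acid cycle in replicate 3, and 0.866 for Gcn4 amino acid genes and 0.917 for ERG25 in replicate 4. In the yap1 deletion strain it was 0.87 for ACT1 in replicate 2.

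By camera with the preset correlation 78 list results differed between groups, of which 31 also passed with an estimated correlation. Median log2 differences between acute and adapted cells were positive for superoxide dismutases with CCS1 and CCP1 (2.68; no catalase was tested), textbook Yap1 targets (2.48), the thioredoxin system (2.43), general stress genes (2.15), the iron regulon (1.51), trehalose and glycogen metabolism (1.41), the glutathione system (1.39), the proteasome (1.26), chaperones (1.23), vacuolar proteases (1.22), the tricarboxylic acid cycle (0.67), drug efflux (0.37) and the mitochondrial ribosome (0.26). They were negative for the small and large ribosomal subunits (-1.44 and -1.40), ribosome biogenesis (-1.19), the pentose phosphate pathway (-1.06), sulfur metabolism (-1.05), the Mga2 targets (-0.96), Rox1-repressed genes (-0.87), cyclins (-0.80), fatty acid synthesis (-0.65), ergosterol synthesis (-0.54) and histones (-0.45). With the estimated correlation 11 of these 24 passed: superoxide dismutases with CCS1 and CCP1, textbook Yap1 targets, the thioredoxin and glutathione systems, general stress genes, trehalose and glycogen metabolism, chaperones, vacuolar proteases, both ribosomal subunits and the Mga2 targets. The others had an adjusted p of 0.0567 to 0.254 with it.

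Between the mga2 deletion strain and wild type the medians were 0.46 for superoxide dismutases with CCS1 and CCP1, 0.18 for histones, 0.12 for the respiratory chain, 0.11 for the mitochondrial ribosome and the glutathione system, 0.10 for the thioredoxin system and 0.081 for textbook Yap1 targets, and -0.33 for ribonucleotide reductase and DNA damage, -0.20 for Rox1-repressed genes, -0.19 for sulfur metabolism, -0.17 for fatty acid synthesis, -0.16 for the Mga2 targets, -0.11 and -0.075 for the large and small ribosomal subunits and -0.057 for zinc homeostasis. With the estimated correlation 6 of these 15 passed: superoxide dismutases with CCS1 and CCP1, the glutathione system, textbook Yap1 targets, Rox1-repressed genes, fatty acid synthesis and the Mga2 targets. The others had an adjusted p of 0.0746 to 0.448, the lowest being the respiratory chain and the highest the small ribosomal subunit.

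Between the arrays labelled rox1 deletion, as labelled, and wild type they were 0.50 for superoxide dismutases with CCS1 and CCP1, 0.35 for a-cell genes, 0.26 for the proteasome, 0.23 for chaperones, 0.21 for textbook Yap1 targets and 0.095 for the glutathione system. They were -0.60 for ribonucleotide reductase and DNA damage, -0.36 for Rox1-repressed genes, -0.33 for fatty acid synthesis, -0.32 for the Mga2 targets and for beta-oxidation, -0.23 for the pentose phosphate pathway, -0.20 for the iron regulon and for zinc homeostasis, -0.19 for the tricarboxylic acid cycle, -0.18 for vacuolar proteases, -0.13 for sulfur metabolism and -0.075 for ergosterol synthesis. With the estimated correlation 6 of these 18 passed: the Mga2 targets, fatty acid synthesis, Rox1-repressed genes, superoxide dismutases with CCS1 and CCP1, textbook Yap1 targets and ribonucleotide reductase and DNA damage. The others had an adjusted p of 0.0598 to 0.486. With the channels exchanged 10 lists passed, and 0 with the estimated correlation. Medians then kept their sign at a smaller size for superoxide dismutases with CCS1 and CCP1 (0.22), textbook Yap1 targets (0.081) and the glutathione system (0.057). The same held for ribonucleotide reductase and DNA damage (-0.27), Rox1-repressed genes (-0.10), fatty acid synthesis (-0.089) and the Mga2 targets (-0.066). The sign turned for the other lists named, among them the iron regulon (0.25), a-cell genes (-0.18) and the proteasome (-0.049).

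Between the yap1 deletion strain and wild type they were 0.99 for general stress genes, 0.85 for ribonucleotide reductase and DNA damage, 0.80 for the proteasome, 0.68 for chaperones, 0.49 for vacuolar proteases, 0.43 for the thioredoxin system, 0.39 for trehalose and glycogen metabolism, 0.33 for Gcn4 amino acid genes, 0.32 for the iron regulon, 0.28 for drug efflux, 0.23 for the glutathione system and 0.22 for textbook Yap1 targets. They were -0.45 for cyclins, -0.39 for sulfur metabolism, -0.33 and -0.23 for the large and small ribosomal subunits, -0.32 for Rox1-repressed genes, -0.30 for fatty acid synthesis, -0.29 for histones and ribosome biogenesis and -0.24 for the Mga2 targets. With the estimated correlation 8 of these 21 passed: general stress genes, chaperones, the proteasome, vacuolar proteases, the thioredoxin system, textbook Yap1 targets, Gcn4 amino acid genes and cyclins. The others had an adjusted p of 0.0504 to 0.404.

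On the arrays labelled rox1 deletion 90.9% of the genes changed in pretreated wild type cells had the opposite sign (86.4% to 90.9% when any 1 of the 4 arrays was left out), against 20.5% in the mga2 deletion strain. Over all 4373 genes, most of them not called, 59.9% were opposite, against 39% in the mga2 deletion strain. Wrong dye labels alone were argued against, since the dye component of these arrays correlated with that of each other group at 0.631 or more across genes. A loss of Rox1 that turns only its own targets was argued against, since 90.2% of the changed genes outside the Rox1-repressed list were opposite as well. Exchanged treated and untreated channels may account for the pattern, since they turn every gene, but a wider biological reversal in this strain stays open and was not tested.

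Pretreated yap1 deletion cells resembled acutely treated wild type cells. Acutely treated wild type RNA under the wrong label was argued against by the textbook Yap1 targets, whose median was 0.118 on these arrays and 2.79 on acute arrays. A shared dye effect was argued against by arrays of opposite dye orientation, which still correlated at 0.458 or more across genes, against 0.738 and 0.752 for the same orientation. A mild dose that acts as a high dose in cells without Yap1 stays open. General stress, chaperone and proteasome genes were higher than in wild type with an adjusted p of at most 0.0351 under the estimated correlation, but these lists are part of the resemblance itself, so this value does not test it.

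Of the genes that fell on pretreatment and rose on acute treatment, 11 in all, GPX2, GSH1 and TSA1 kept their calls without any 1 array. A dye effect was argued against, since 10 of the 11 were below 0 on arrays of both orientations, and a trend with brightness, since 10 were still called after loess (PSA1 went from -0.43 to -0.39, adjusted p 0.0741). Exchanged channels of the wild type arrays would turn every gene. They were argued against over all 44 genes changed on pretreatment, of which 20.5% had the opposite sign in the pretreated mga2 deletion strain. The 11 genes themselves were mixed in that strain, and none was called there. SOD1 (0.11), SOD2 (0.19), TSA1 (0.21), PSA1 (0.02) and ALD4 (0.02) were above 0. GPX2 (-0.24), GSH1 (-0.29), CYC1 (-0.14), HSC82 (-0.23), GRE2 (-0.13) and YCF1 (-0.12) were below 0. An effect of dose stays open and was not tested.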

How the results depend on the processing

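The wider gene set, the exchanged rox1 channels and the fit without the arrays labelled rox1 deletion were chosen after the data were seen. Over 641 values of named genes and all settings there were 12669 pairs. Of these 11836 kept their direction and side of the threshold (a change of sign where neither value passes is counted here), 741 lost a call, 83 gained 1 and 9 reversed. All 9 reversals came with the exchanged rox1 channels, a setting that turns the ratios of those arrays. The cause of the other changes was not tested. A setting limited to genes with values on all 24 arrays repeated the reported fit, so its 641 pairs test nothing. Quantile normalization of ratios kept 640 of 641, but the deposited ratios of a group already had equal quantiles. Counts are given in the order pretreated, adapted, acute, acute minus adapted, adapted minus pretreated, mga2, rox1, yap1, and the 3 strains minus wild type, where they moved by more than 1.5 times. No dye term: 11 pretreated, 156 adapted, 8 adapted minus pretreated, 1 rox1, 668 yap1, and 0 (limma; 97 at an unadjusted p under 0.05 in the fit reported), 11 and 205 for the strain differences. Dye term per group: 208, 1341, 326 adapted minus pretreated, 5 mga2, 77 rox1, and 26, 365 and 1571. Only the arrays of the contrast: 1482, 1529, 36 adapted minus pretreated, 22 mga2, 2779 yap1 and 3 mga2 minus wild type. A replicate block, though the numbers do not pair the arrays, gave 38 adapted minus pretreated. Loess gave 0 mga2 minus wild type. Quantile normalization and leaving out the dimmest 25% gave 2 for mga2. The table of spots: 2, 85, 0 adapted minus pretreated, 0 mga2, 2 rox1, 541 yap1, and 0, 10 and 85. The study's threshold: 12, 93, 1879, 1126, 8, 2 rox1, 344, 14 and 114. At least 1.5-fold: 18, 146, 1833, 1656, 2 rox1, 349, 39 and 332. Exchanged rox1 channels: 0 genes for rox1 minus wild type, GSH1 -0.50, TSA2 1.28, OLE1 1.05 and PST2 0.47, and against wild type ISU2 -0.24, IZH4 1.33, OLE1 0.14, PEX11 0.077 and LSC2 0.15. The IZH4 value rests on rox1 replicate 2, at the lowest ratio of its group, and without it the difference was 0.12 (1.67 to 1.84 without another array). Lists past the threshold: 199, and 81 with an estimated correlation. Leaving out 1 array: 18 to 30, 272 to 447, 3042 to 3154, 2360 to 2560, 9 to 40, 1 to 1, 3 to 7, 1156 to 1321, 0 to 2, 32 to 61 and 459 to 697 genes, 182 to 207 lists (those of the rox1 arrays went from 22 to 9 without replicate 3), and for the Mga2 targets a Fisher's exact p of 0.0506 to 0.49 and a mean difference of -0.24 to -0.15 with an exact permutation p of 0.0286 to 0.0857. The brightest spot per gene was not run, since the table gives 1 value per ORF.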

Other observations

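The tests of other splits below were written down after the results were seen, and so was their reading by dye. For single groups the 8 ways of turning the signs of 4 arrays are too few for a share under 0.05: the real count and the highest other were 44 and 15 for pretreated (1 split as large), 593 and 0 for adapted (1), 3228 and 867 for acute (1), 1 and 4 for mga2 (2), 4 and 123 for rox1 (3) and 1572 and 0 for yap1 (1). For differences 35 splits were made. No other split reached the real count for acute minus adapted (2584, highest other 270, 1 split as large), yap1 minus wild type (719, 260, 1) and rox1 minus wild type as labelled (63, 57, 1). That share, 0.0286, is the smallest that 35 splits allow. It was not adjusted over the contrasts, so chance is not excluded. For rox1 the margin was small, and the real count was 11 without a dye term and 32 without rox1 replicate 2. With the channels of the rox1 arrays exchanged limma called 0 genes for this contrast, with 171 at an unadjusted p under 0.05, so its result holds only for the direction in the labels. Other splits gave as many genes as the real one for adapted minus pretreated (22, 510, 2) and mga2 minus wild type (1, 665, 3). The split with 510 genes puts the arrays with treated RNA in Cy3 on 1 side and those with Cy5 on the other. In those with 665, 57 and 260 genes each side holds 2 wild type arrays of 1 dye orientation and 2 deletion arrays of the other. They are balanced for dye and set the dye effect of 1 strain against that of the other. Splits calling many more genes than the real one, 510 against 22 and 665 against 1, point to a structure of the arrays that the shared dye term did not remove. Across genes the dye component correlated at 0.857 to 0.892 between wild type groups and at 0.743 to 0.863 between deletion strains. Between a wild type group and a deletion strain it correlated at 0.566 to 0.704. Strain coincides with this division of the arrays, so a strain difference cannot be told apart from a difference between the 2 sets of arrays. With a dye term per group the counts were 326 for adapted minus pretreated and 26 for mga2 minus wild type.

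The counts below come from unlike models. The study's p-values came from an error model with dye correction and a null fitted to untreated control arrays. Those here came from limma with a spread and a dye term shared by the groups. With the arrays of each protocol fitted alone, 1482, 1529 and 3094 genes passed the adjusted threshold, against 44, 593 and 3228. Those fits were not counted at the study's threshold. At the study's threshold 12 genes changed on pretreatment here. The study reported more. At that threshold 93 genes changed in the adapted protocol here. The study reported more there too. In the wider gene set these 2 counts were 13 and 131. On acute treatment 1879 genes changed at that threshold here, and 2296 in the wider gene set. The study reported a number between these. For the Mga2 targets Fisher's exact p was 0.0506 here. The study reported a lower value. Its text does not state how a target was counted as raised for that test, so the 2 values may rest on different criteria.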
